A study of Mus musculus with 10 samples. Its data were reported in "SCL/TAL1 cooperates with Polycomb RYBP-PRC1 to suppress alternative lineages in blood-fated cells" (2018).

How the data were processed

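ChIP-seq with a spike-in (ChIP-Rx) was carried out by the authors on mCherry-positive cells sorted from day 4 embryoid bodies (EBs), which are aggregates of differentiating mouse embryonic stem cells. One line carried *Scl:mCherry*, a reporter that leaves SCL functional (WT). The other carried *Scl*^Δ/Δ:mCherry, in which the basic helix-loop-helix domain of SCL is deleted (Delta). SCL, also called TAL1, is a transcription factor required for blood specification. Cells of the *Drosophila* S2 line were mixed with the mouse cells before ChIP so that signals could be scaled to a constant reference. Antibodies against H2AK119ub, H3K27me3, H3K27ac and H3K4me3 were used. The labels described 10 libraries, of which 8 had a peak list and 2 were inputs, whose reads were not analysed here. There was 1 library per mark and genotype, so no difference given here has a replicate check. Groups were taken from the sample titles.

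According to the study's methods, reads were mapped to the mouse mm9 and *Drosophila* dm3 genomes with Bowtie and duplicates were removed. Broad peaks were then called in each ChIP library separately with MACS2 against the input of the same genotype. Libraries were not pooled. The spike-in scaling was described for signal densities and not for peak calls, so a peak list cannot show a genome-wide change in the level of a mark. The deposited lists give, for each peak, its position and a fold enrichment over the local background, which is a ratio made by the authors. They also give the −log10 of a p-value and of a q-value, as deposited by the authors. The score deposited by the authors lay within 1 of 10 times the −log10 q in all 70826 peaks, and it was not used further. The fold enrichment and −log10 values of a peak are the authors' own values. They were used to describe, rank or filter peaks within their own list, and to solve for the background described below. The largest q-value in any list was 0.0500, so weaker regions were not listed. Numbers of reads cannot be read from the peak lists, and read totals of the libraries were not used here.

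Peaks within a list did not overlap each other, and no peak ran past the end of a chromosome of the reference genome, NCBIM37 (mm9). Coordinates are 1-based on that build. Genes were taken from GENCODE M1, which is on the same build. The transcription start sites (TSSs) of protein-coding transcripts of 22359 protein-coding genes were used. A gene had a peak at the TSS when a peak came within 2500 bp of any of these sites.

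For each mark the number of peaks and the covered length were compared as Delta over WT. The 95% interval of a ratio of numbers came from the Wilson interval of the Delta share, and that of a ratio of lengths from 1000 bootstrap resamples of 5 Mb blocks. Intervals of peak numbers are exact Poisson intervals. A peak had a counterpart when at least 1 bp of it was overlapped by a peak in the other list, and shares have 95% Wilson intervals. Neighbouring peaks are not independent, and all intervals cover counting error only. The overlap by chance was taken from 1000 circular shifts of the second list along each chromosome.

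A background per peak was inferred from the MACS2 formula for fold enrichment, with its pseudocount of 1. It is the background at which the fold enrichment and the Poisson p-value hold together. Where there was more than 1 solution, the larger was taken. Because the deposited values are averages over a peak, this implied background has no absolute meaning and was used as a ratio. Its ratio between lists also depends on the input libraries. Ratios per chromosome were taken to the median of the autosomes other than 1 and 8. GC content was computed from the reference genome.

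The genes named were fixed before the data were examined. They are genes the study discussed as activated by SCL (*Fli1*, *Runx1*), as repressed (*Gata6*, *Irx3*, *Mesp1*, *Tbx6*, *Gata4*) or as encoding repressors (*Rybp*, *Pcgf5*, *Cbfa2t3*, *Zfpm1*, *Gse1*). A further gene of this list is not reported here, for a reason that does not depend on its values, and the counts and tests over these genes leave it out. The rule for peaks was fixed at the same time, and took the 2 longest peaks of each list without a counterpart and the peak with the highest fold enrichment. The longest H3K27me3 peak of each list was added after its values were seen. Alternatives were a −log10 q of at least 3, a fold enrichment of at least 3, joining of peaks up to 3000 bp apart, 50% coverage in place of 1 bp, equal numbers of top peaks, the top and bottom 25% of WT peaks taken by length in place of fold enrichment, and a TSS distance of 1000 bp.

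Overlap code was tested on simulated data made from the WT lists, where it differed by 0.0 percentage points from the share of peaks kept, and the background solver differed by 0.0% from simulated values. Counts of overlapping peaks were checked against bedtools 2.31.1 in 8 comparisons and differed by 0 peaks. Analyses were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0, with samtools 1.23.1 for indexing the genome. Figures were drawn with matplotlib 3.10.9.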

Results

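The data are lists of ChIP-Rx peaks from sorted mCherry-positive EB cells at day 4, with functional SCL (WT) or with SCL lacking its basic helix-loop-helix domain (Delta). H2AK119ub and H3K27me3 are found at silenced genes, and H3K27ac and H3K4me3 at active ones. There were 4 marks and 2 genotypes, with 1 library each. No replicate check was possible, and differences are between libraries. The study found PDGFRα, a surface marker it linked to paraxial and cardiac potential, on more Delta than WT mCherry-positive cells. That was measured at a slightly later stage, so the cells sorted here may also have differed in kind between genotypes. The 8 peak lists held 70826 peaks. Read depth cannot be derived from these lists.

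To ask whether the extent of each mark differed between genotypes, peak numbers and covered lengths were compared. H2AK119ub had 4922 peaks in WT (95% Poisson interval 4785 to 5061) and 2388 in Delta (2293 to 2486). The ratio of peak numbers was 0.485 (95% interval 0.462 to 0.509). These peaks covered 5.26 Mb in WT and 2.84 Mb in Delta, a ratio of 0.540 (0.494 to 0.585), with mean lengths of 1068 bp and 1190 bp. The alternative that moved this result most was a fold enrichment of at least 4, chosen after the data were seen, which left 510 WT and 1189 Delta peaks and a ratio of 2.33. No other alternative reversed the direction of the H2AK119ub peak numbers. The ratio was 0.495 with a −log10 q of at least 3, 0.488 with a fold enrichment of at least 3 and 0.453 with joined peaks. The fold limit of 3 removed no Delta peak and few WT peaks, so it tests little. Fold enrichment was higher across the Delta list, with a median of 4.00 against 3.62 in WT and a minimum of 3.13 against 2.73. A fixed fold limit therefore keeps more of the Delta list, so the reversal at 4 cannot decide the direction. H2AK119ub peaks were also weak in both lists. Only 99 WT peaks and 49 Delta peaks reached a −log10 q of 3.

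H3K27me3 had 11345 peaks in WT and 10881 in Delta, a ratio of 0.959 (0.934 to 0.985). The covered length went the other way, with 30.4 Mb in WT and 31.0 Mb in Delta, a ratio of 1.02 (1.01 to 1.03), and mean lengths of 2681 bp and 2849 bp. With a −log10 q of at least 3 the ratio of H3K27me3 peak numbers was 1.02, so its direction was not stable. H3K27ac had 4571 peaks in WT and 5269 in Delta, a ratio of 1.15 (1.11 to 1.199). They covered 3.11 Mb and 3.46 Mb, a ratio of 1.11 (1.08 to 1.15), with mean lengths of 681 bp and 657 bp. At a −log10 q of at least 3 the H3K27ac ratio fell below 1, to 0.975 for numbers and 0.968 for lengths. H3K4me3 had 16038 peaks in WT and 15412 in Delta, a ratio of 0.961 (0.940 to 0.982). They covered 23.0 Mb and 20.9 Mb, a ratio of 0.908 (0.903 to 0.912), with mean lengths of 1434 bp and 1355 bp.

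**Figure D1:**
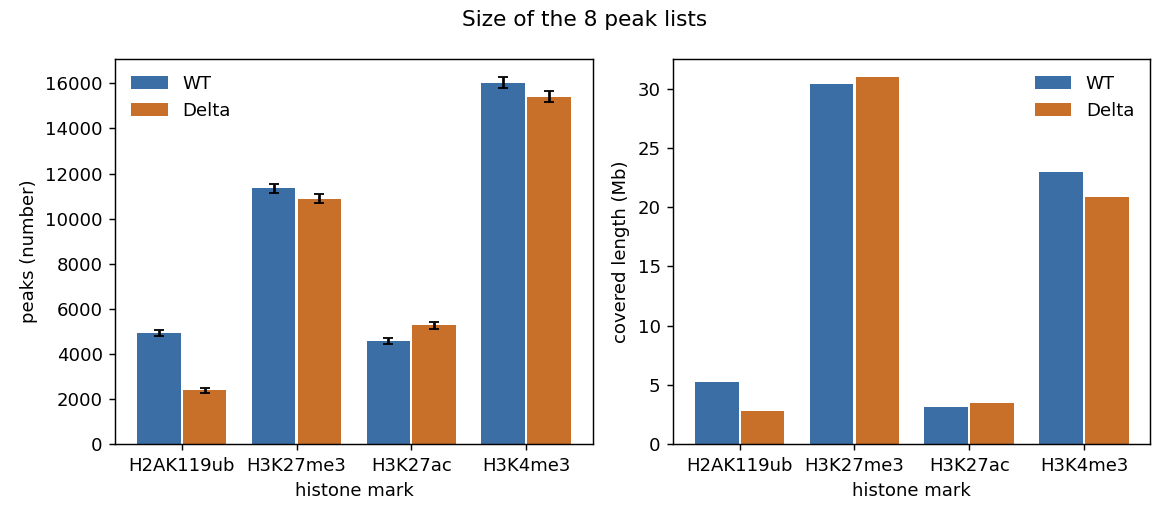
Number of peaks (left, with 95% Poisson intervals) and covered length in Mb (right) for each mark in WT and Delta, 1 library per bar. H2AK119ub had 4922 peaks in WT and 2388 in Delta, while the other marks differed less.

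Next, the positions of the peaks were compared between genotypes. In H3K4me3, 92.1% of WT peaks had a Delta counterpart (95% Wilson interval 91.7 to 92.5) and 96.0% of Delta peaks had a WT counterpart (95.7 to 96.3). In H3K27me3 the shares were 73.5% (72.7 to 74.3) and 75.3% (74.4 to 76.1). In H3K27ac they were 73.5% (72.2 to 74.8) and 63.7% (62.4 to 65.0). In H2AK119ub only 31.5% of WT peaks had a Delta counterpart (30.2 to 32.8), against 67.2% of Delta peaks with a WT counterpart (65.3 to 69.0). Circular shifts gave medians between 0.247% and 2.47% over the 8 comparisons, and the highest of any shift was 5.08%. The alternative that moved the WT share for H2AK119ub most was a −log10 q of at least 3, at which 1.01% of WT peaks had a counterpart. That limit was applied to both lists and left 99 WT and 49 Delta peaks, so a low share is partly built in.

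Peaks with a counterpart were longer than those without one in every list. For H2AK119ub in WT the median lengths were 1309 bp and 597 bp, and for H3K4me3 in WT 1349 bp and 343 bp. Among WT peaks in the top 25% of their list by fold enrichment, all 4010 H3K4me3 peaks, 99.3% of H3K27me3 peaks, 89.2% of H3K27ac peaks and 40.6% of H2AK119ub peaks (37.9 to 43.4) had a Delta counterpart. In the bottom 25% these shares were 70.3%, 46.8%, 65.5% and 26.3% respectively.

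**Figure D2:**
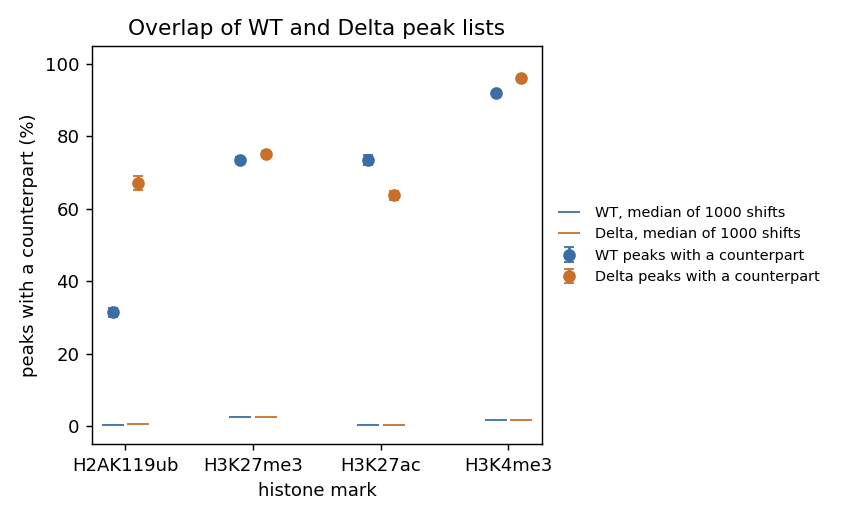
Percentage of WT and Delta peaks of each mark with a counterpart in the other genotype (points, with 95% Wilson intervals), and the median percentage over 1000 circular shifts (dashes). All 8 shares lay above their shifts, and the WT share for H2AK119ub was lowest, at 31.5%.

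To ask how often marks occurred together, peaks were overlapped between marks within a genotype. H3K27me3 overlapped 50.6% of H3K4me3 peaks in WT (49.8 to 51.4) and 48.2% in Delta (47.4 to 49.0). H3K27ac overlapped 24.7% of H3K4me3 peaks in WT (24.1 to 25.4) and 29.7% in Delta (29.0 to 30.4). H2AK119ub peaks overlapped H3K27me3 in 74.8% of cases in WT (73.6 to 76.0) and in 94.7% in Delta (93.7 to 95.5), and H3K4me3 in 36.96% (35.6 to 38.3) and 39.0% (37.1 to 41.0). The medians of the shifts were between 0.393% and 1.91%. The alternative that moved these shares most in relative terms was a coverage of at least 50% of the peak, at which 3.08% of H3K4me3 peaks in WT carried H3K27ac. H3K27ac peaks were shorter than H3K4me3 peaks, which limits that measure.

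A promoter with both H3K4me3 and H3K27me3 is called bivalent. Of 8116 WT H3K4me3 peaks carrying H3K27me3, 6150 carried both marks in Delta, or 75.8% (74.8 to 76.7). Another 1500 overlapped H3K4me3 alone in Delta, 426 overlapped H3K27me3 alone and 40 overlapped neither. Starting from the Delta list, 6157 of 7433 such peaks carried both marks in WT, or 82.8% (82.0 to 83.7).

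Peaks were then assigned to genes. H3K4me3 was called at the TSS of 13561 genes in WT and 13477 in Delta, with 13324 in both. H3K27me3 was called at 7791 and 7313 genes, with 6216 in both, 1575 in WT alone and 1097 in Delta alone. H3K27ac was called at 4440 and 5096 genes, with 3672 in both. H2AK119ub was called at 2060 genes in WT and 1118 in Delta, with 925 in both, 1135 in WT alone and 193 in Delta alone. Of H2AK119ub peaks, 53.4% in WT (52.0 to 54.7) and 59.5% in Delta (57.5 to 61.5) lay within 2500 bp of a TSS. The share was 85.1% and 85.6% for H3K27ac.

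At the 12 genes chosen beforehand and reported here, H3K4me3 was called at the TSS of 12 in both genotypes and H3K27me3 at 10, the exceptions being *Tbx6* and *Rybp*. H2AK119ub was called in both genotypes at 6 genes (*Gata6*, *Irx3*, *Mesp1*, *Gata4*, *Cbfa2t3* and *Gse1*) and in Delta alone at *Runx1*. H3K27ac was called in both genotypes at *Rybp*, *Zfpm1* and *Gse1*. It was called in WT alone at *Fli1*, *Pcgf5* and *Cbfa2t3*, and in Delta alone at *Runx1* and *Gata6*. Of these calls in a single genotype, only that at *Fli1* reached a −log10 q of 3, at 4.88. The others lay between 2.11 and 2.54, so their absence from the other list is weak evidence of a change. *Fli1* (ENSMUSG00000016087.6) lies on the minus strand of chromosome 9, from 32229793 to 32348974. Its WT H3K27ac peak, from 32348225 to 32349044, spanned its TSS and had a fold enrichment of 4.08, higher than 47.3% of that list. The H3K27me3 peaks reaching the *Fli1* TSS window summed to 6349 bp in WT and 11206 bp in Delta, and those at H3K4me3 to 5204 bp and 3823 bp. *Cbfa2t3* (ENSMUSG00000006362.9), which encodes ETO2, lies on the minus strand of chromosome 8 from 125152639 to 125223009. There the H3K27me3 peaks summed to 3477 bp in WT and 10930 bp in Delta, and the H3K4me3 peaks to 5112 bp and 1528 bp. *Gata6* (ENSMUSG00000005836.8), on the plus strand of chromosome 18 from 11052508 to 11085633, went the other way for H3K27me3, with 7496 bp in WT and 1619 bp in Delta.

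Some of the longest peaks without a counterpart lay at these genes. The longest WT H3K4me3 peak without one was 2891 bp long, on chromosome 8 from 125220038 to 125222928, with its midpoint in an intron and overlapping *Cbfa2t3* and *Gm20388*. The longest Delta H2AK119ub peak without one was 4272 bp long, in an intron of *Gata4* on chromosome 14 from 63882869 to 63887140. The longest WT H2AK119ub peak without one was 7392 bp long, on chromosome 1 from 75467762 to 75475153, with its midpoint in a UTR and overlapping *Accn4* and *Chpf*. For H3K27me3 the longest in WT was 9086 bp long, on chromosome 18 from 38788113 to 38797198, with its midpoint in an intron and overlapping *9630014M24Rik* and *Arhgap26*. The longest in Delta was 6310 bp long, intergenic on chromosome 13 from 51934747 to 51941056, 4145 bp from the TSS of *Gadd45g*. For H3K27ac the longest in WT was 3186 bp long, intergenic on chromosome 13 from 43286437 to 43289622. The longest in Delta was 5363 bp long, on chromosome 7 from 149511906 to 149517268, with its midpoint in an exon and overlapping *6330512M04Rik*. For H3K4me3 in Delta it was 1953 bp long, at *Cfc1* on chromosome 1 from 34592423 to 34594375.

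The second longest peaks lay at *Srcin1* and *BC068157* for H2AK119ub, *Evx1* and *Scg5* for H3K27me3, *Tspan9* and an intergenic site nearest *Ccdc102a* for H3K27ac, and intergenic sites nearest *Sfi1* and *Tcfec* for H3K4me3, in WT and Delta respectively. The peaks of highest fold enrichment lay nearest *Macf1* in WT and in *Tbx15* in Delta for H2AK119ub, at *Comp* and *Hic1* for H3K27me3, at *Rab11b* and *D230017M19Rik* for H3K27ac, and at *Abi1* and *BC031181* for H3K4me3. Of these 8 peaks, only the WT H2AK119ub peak, on chromosome 4 from 123362393 to 123363094, had no counterpart. The longest H3K27me3 peak covered the *Hoxc* genes in both genotypes, with 142467 bp in WT and 142959 bp in Delta.

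**Figure D3:**
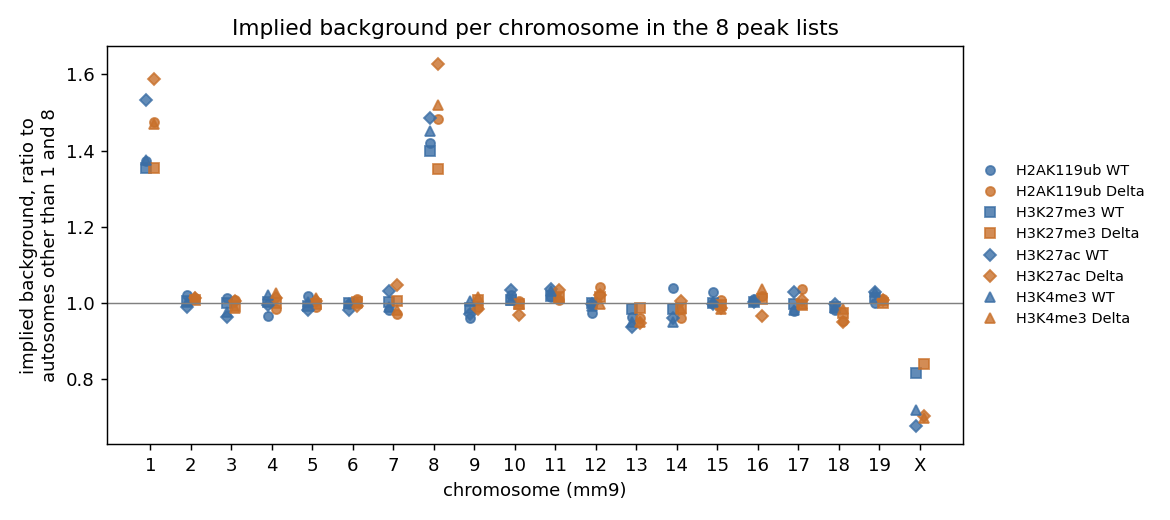
Implied background per chromosome in each of the 8 lists, as a ratio to the autosomes other than 1 and 8 (y axis, linear, no unit), with marker shapes for marks and colours for genotypes. Chromosomes 1 and 8 lay between 1.35 and 1.63, and the other autosomes between 0.937 and 1.05.

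The background implied by the fold enrichment and p-value of each peak differed between chromosomes within a list. On chromosomes 1 and 8 it was 1.35 to 1.63 times that of the other autosomes over the 8 lists. On chromosome X it was 0.677 to 0.840 times the other autosomes in the 6 lists with peaks there. H2AK119ub had 0 of 4922 WT peaks and 0 of 2388 Delta peaks on chromosome X.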

Values the study reported

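The study reported that SCL-dependent H3K27me3 stayed within about 2.5 kb of TSSs, while SCL-dependent H2AK119ub reached at least 100 kb on each side of them.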

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

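The alternatives with a fold enrichment of at least 4 and those without chromosomes 1 and 8 were chosen after seeing the data; the others were fixed before the data were examined. Over 102 values, 38 stayed within the main interval or within 1.5 times the main gene count, 59 moved outside it in the same direction or as a share, and 5 changed direction. No paired analysis was possible because there was 1 library per group. The cause was not tested where none is named.

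With a −log10 q of at least 3, the ratio of peak numbers became 1.02 for H3K27me3 and 0.975 for H3K27ac, and the ratio of covered lengths 0.968 for H3K27ac, all on the other side of 1. Ratios of lengths moved to 0.446 for H2AK119ub, 1.04 for H3K27me3 and 0.900 for H3K4me3. Counterpart shares of WT and Delta peaks became 1.01% and 2.04% for H2AK119ub, where 99 and 49 peaks were left, 79.3% and 77.5% for H3K27me3, and 64.3% and 66.0% for H3K27ac. The Delta share for H3K4me3 became 96.6%. H3K27me3 overlapped 36.6% (WT) and 35.1% (Delta) of H3K4me3 peaks, H3K27ac 18.8% and 19.5%. H2AK119ub peaks overlapped H3K27me3 in 86.9% and 98.0%, and H3K4me3 in 36.7% in Delta. The share carrying both marks in Delta became 71.8%.

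When at least 50% of a peak had to be covered, counterpart shares in WT and Delta fell to 18.8% and 49.2% for H2AK119ub, 63.8% and 65.7% for H3K27me3, 61.5% and 52.0% for H3K27ac, and 87.6% and 93.2% for H3K4me3. H3K4me3 peaks carried H3K27me3 in 32.0% and 31.8% and H3K27ac in 3.08% and 5.64%. H2AK119ub peaks carried H3K27me3 in 71.3% and 93.6% and H3K4me3 in 15.4% and 14.1%. These fall by construction.

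With a fold enrichment of at least 4 the ratio of peak numbers was 2.33 for H2AK119ub and 1.08 for H3K27me3, both reversed, and 1.48 for H3K27ac and 0.992 for H3K4me3. At 3 it was 0.992 for H3K27me3. Joining peaks up to 3000 bp apart gave 0.453 for H2AK119ub numbers. It gave counterpart shares of 76.2% and 79.1% for H3K27me3, 74.8% and 65.4% for H3K27ac, and 93.4% and 96.6% for H3K4me3. With the same number of top peaks from each list the shares were 44.0% and 48.4% for H2AK119ub, 75.3% and 74.1% for H3K27me3, 69.9% and 69.8% for H3K27ac, and 94.4% and 94.7% for H3K4me3. Equal list sizes bring both shares together by construction. With the top and bottom 25% of WT peaks taken by length, the shares were 65.5% and 13.9% for H2AK119ub, 99.8% and 40.2% for H3K27me3, and 84.3% and 57.9% for H3K27ac, and the longest 25% gave 99.9% for H3K4me3.

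Leaving out chromosomes 1 and 8 moved none of 8 ratios outside their intervals, and a TSS distance of 1000 bp left all 8 gene counts within 1.5 times. Read depth cannot be derived from the lists, which limits every comparison of peak numbers between libraries.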

Other observations

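The tests of depth, of leaving out chromosomes 1 and 8, of callability, of chromosome 8 against chromosome 1, of chromosome X and of the random gene lists were chosen after the result was seen. The rules for reading the test on GC content by chromosome and the test on matched peaks were also changed after their values were seen.

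There were fewer H2AK119ub peaks in Delta than in WT. The tables argue against GC content bias between the libraries as the cause of the lower number, since WT peaks without a counterpart differed from those with one by -0.113 percentage points in median GC content. On the Delta side the peaks without a counterpart had a lower median GC content, 52.5% against 54.6%, so a smaller GC effect on the Delta list is not excluded. The tables also argue against extra copies of chromosomes 1 and 8, since the ratio of peak numbers without these chromosomes was 0.485. A lower effective depth of the Delta library stays open. The lowest −log10 p was 4.75 in the Delta list and 4.41 in the WT list, and 4464 of the 4922 WT peaks passed the Delta limit without any thinning. When WT peaks were also thinned to the implied background of the Delta list, 1781 passed that limit with the ratio of the first percentiles, 0.813, and 781 with the ratio of medians, against 2388 Delta peaks observed. In steps of 0.01, the smallest factor that left at least the Delta number of peaks at that limit was 0.86. The same thinning did not predict the peak number of every mark. It left 2758 H3K27ac peaks against 5269 observed in Delta, 15075 H3K4me3 peaks against 15412, and 11252 H3K27me3 peaks against 10881. The ratio of first percentiles was below 1 in these marks as well, at 0.594, 0.672 and 0.957, and the Delta lists share 1 input. This thinning takes the whole difference in implied background for a difference in depth of the ChIP library. The implied background also depends on the inputs, and read totals were not used here, so whether the libraries differed by as much in depth was not tested. Under this thinning, a lower depth could account for the lower number only at a factor of about 0.86 or lower. The rise in peaks with a fold enrichment of at least 4 may have the same source, since a lower background needs a higher fold to reach the same p-value. An effect of SCL on H2AK119ub stays open as well in these lists, because peak calls do not carry the spike-in scaling. With that scaling, the study reported lower H2AK119ub and H3K27me3 at TSSs genome-wide without functional SCL. It also reported lower levels of both marks by western blot.

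There were more H3K27ac peaks in Delta than in WT, although the implied background was lower in Delta, at a ratio of 0.594. At a −log10 q of at least 3 there were fewer in Delta, 2827 against 2900 in WT, so by q-value the excess lay among the weaker peaks. By fold enrichment it did not, with 3842 Delta and 2596 WT peaks at 4 or more. The median fold was higher in Delta, 4.34 against 4.13, so a fixed fold limit keeps more of that list. A lower effective depth of the Delta library would have given fewer peaks in the whole list, and is argued against for the whole list only. An effect of genotype and a better signal over noise in the Delta library stay open, untested.

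The implied background was higher on chromosomes 1 and 8 in all 8 lists, at 1.35 to 1.63 times the other autosomes. The tables argue against GC content, since in 14 of 16 comparisons the median GC content of the peaks lay inside the range of the other autosomes, with 2 outside. They argue against longer or stronger peaks as the whole cause, since in peaks matched on length and fold enrichment the lowest ratio was 1.17, above the highest matched ratio of another autosome, 1.05. Matching lowered the ratio most in H2AK119ub, for example from 1.42 to 1.18 on chromosome 8 in WT. It lowered the ratio less in H3K27me3 and H3K27ac, and did not lower it in H3K4me3. Peak length and strength may therefore explain part of the rise in the first 3 of these marks. Of 16 matched ratios, 2 lay under 1.2, the limit first set, by which this explanation would have been kept. Extra copies of whole chromosomes 1 and 8 in both lines, perhaps in part of the cells, may explain the pattern. The rise was present in each of 3 equal parts of both chromosomes in all 8 lists, with a lowest ratio of 1.26. A karyotype or the reads of the inputs could decide this, and neither was analysed here. No biological difference between the genotypes was tested for this pattern, which both shared.

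H2AK119ub peaks were over-represented on chromosome 8, with 13.2% of WT peaks and 13.0% of Delta peaks there. The share in WT was 2.73 times the share of protein-coding genes. For H3K4me3, the mark with the strongest peaks, the same ratio was 1.14 in WT. Higher callability where more copies are present may explain part of this, since the excess was largest for the mark with the weakest peaks and smallest for the mark with the strongest in both genotypes. It does not account for the difference from chromosome 1, which had nearly the same implied background. The H2AK119ub excess over genes was 1.64 in WT and 1.69 in Delta on chromosome 1. The ratio of chromosome 8 to chromosome 1 was 1.67 in WT (1.48 to 1.88) and 1.59 in Delta (1.34 to 1.89), against 1.07 (0.966 to 1.18) and 1.02 (0.925 to 1.13) for H3K27me3. Nor does it account for chromosome 15, where the H2AK119ub ratio was 1.52 in WT and 1.77 in Delta without a higher implied background.

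No H2AK119ub peak lay on chromosome X, although from the share of H3K27me3 peaks there 69.8 would have been found in WT and 32.3 in Delta. Too few expected peaks is therefore argued against. A lower implied background on chromosome X, at most 0.840 times the other autosomes in the 6 lists of the other marks, could make weak peaks harder to call, and stays open. No peak of any list lay on chromosome Y.

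The share of H2AK119ub peaks on H3K27me3 peaks was lower in WT than in Delta. Of WT peaks with a Delta counterpart 96.5% lay on H3K27me3, against 64.9% of those without one. The WT peaks with the highest −log10 p, as many as the Delta list holds, lay on H3K27me3 in 84.7% (83.2 to 86.1), below the Delta share of 94.7%. The larger number of weak peaks called in WT therefore does not account for the whole difference. The 1238 WT peaks off H3K27me3 lay near a TSS in 32.8%, against 60.3% of those on it. An effect of genotype, and a difference in noise between the libraries, stay open and were not tested.

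H3K4me3 peaks ranked lower in Delta at the genes activated by SCL or encoding repressors. Ranks were taken within each list, as the share of peaks with a lower fold enrichment. Of the genes fixed beforehand, the 7 reported here in this group all ranked lower, with a median change of -29.3 percentage points. *Runx1* went from 69.4% to 25.2%, and *Fli1* from 62.5% to 33.2%. Among 10000 random lists of genes matched on WT rank, 0.18% had a median change as low, which argues against a chance choice of genes with the same WT rank. When 1000 random lists were tested in the same way, 3.7% fell among the lowest 5%. Genes are not replicates, and this describes 1 pair of libraries. At the 5 repressed genes the median change was 6.49 percentage points, within the random lists, of which 40.6% were as high. For H3K27me3 the 6 activated or repressor genes with peaks in both lists rose by a median of 26.3 percentage points, with 5 higher and 1 lower, and 0 of the 10000 random lists were as high. The 4 repressed genes with H3K27me3 in both lists had a median change of -11.7, and 5.52% of random lists were as low. The study chose its genes in part by their behaviour without SCL, and showed *Fli1*, *Gata6* and *Irx3* as examples from these libraries, so the direction is not independent of that choice. A loss of activation at these genes may explain the pattern, and remains a hypothesis. A different mix of cells among those sorted is a further possibility, and was not tested.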
